A study of Arabidopsis thaliana with 20 samples.

How the data were processed

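The series held 20 libraries in 10 groups of 2 replicates. These were 14 MNase-H3-ChIP-seq libraries (50 bp paired-end reads) and 6 whole-genome bisulfite libraries (100 bp paired-end reads), per the labels' protocols. The analysis started from 26 deposited files, which were 18 H3 tables, 6 methylation tables and 2 nucleosome lists. Groups were taken from the sample titles. The labels link each table to both replicates of a genotype, and each table holds 1 profile per region, so the values are the authors' combined values. No table held a column for a single replicate, and no per-sample column was left out.

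The H3 tables hold coverage. Per the labels they are read counts, and the deposited values are whole numbers at consecutive positions of a window that extends a 100 bp DMR by 500 bp on each side. Isolated stretches of coverage 1 had median lengths of 153 to 161 bp, so the deposited signal was read as the number of fragments over each base. No normalization was found in it. Within the 18 tables, a position that recurred for the same genotype always had the same value (127287691 recurrences, 0 different). DMR windows lie on a 50 bp grid and overlap their neighbours. Aligner, fragment filter, DMR calling and genome build were not stated in the labels. The methylation tables hold a fraction between 0 and 1 per position or no value, as deposited by the authors, over a 200 bp nucleosome and 500 bp on each side. The labels' protocols give bisulfite treatment of leaf DNA, but neither the caller, a coverage minimum nor the cytosine context is stated. The deposited nucleosome lists give a chromosome, start and end with no score.

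For each DMR the mean coverage over its 100 bp was taken in Col-0 and in the mutant. Mutant coverage was divided by the ratio of summed coverage over the outermost positions of the windows (219 on each side). The value per set was the median over DMRs of log2((mutant + 1)/(Col-0 + 1)), with the share of DMRs lower and higher. The design planned counts per DMR. Since the deposited values were coverage without replicate columns, no count test was run, and a minimum of 10 or 50 counts was applied to the mean coverage over the DMR summed over both genotypes. A log2 value with a pseudocount understates changes at low coverage. Intervals on the share of fragments at a DMR's central base are exact Clopper-Pearson 95% intervals and cover counting error only, since reads carried no molecular identifiers.

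For methylation, the level of a nucleosome was the mean over cytosines of its nucleosome core (the central part of the interval) that had a level in both genotypes. Flanks were the outermost 300 bp on each side. Pooling of reads, a coverage minimum and a split by context were planned but need counts or contexts that were not used here. Coordinates are 1-based, with no gene annotation because the build was not stated. Overlap of nucleosome sets was computed with bedtools 2.31.1 at a minimum of 1 bp, against 1000 random placements between the outermost nucleosomes of each chromosome.

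The comparisons, the core length, the rule for named regions and most alternatives were fixed before the data were examined. For the named regions in drm2 CHH, cmt3 CHG and met1 CG DMRs, the rule took the 2 largest decreases and 2 largest increases among DMRs with a coverage of at least 50 in both genotypes together. For nucleosomes, these were the 2 largest losses in nrpe1 (Pol V set) and in swi3b (SWI3B set) among nucleosomes with at least 10 cytosines with a level in every genotype. The rule named CHH cytosines, and all cytosines of the tables were used in their place.

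To ask whether a change followed from coverage, DMRs were compared with 100 bp flank bins outside all DMRs of the mutant. From these, 10000 random lists were drawn that matched the DMRs in coverage, as a description of these libraries, and the same was done for simulated unchanged windows. The procedures were tested on simulated data. With 200 of the 6480 drm2 CHH windows lowered by a log2 ratio of -1, flank scaling recovered 1.252 for a true depth of 1.25 and the summed coverage gave -1.06, with 195 of the 200 lower. With 200 of the 2960 cmt3 CHG windows changed, these were 1.248, -0.94 and 194. The changed windows were drawn from those with a Col-0 coverage of at least 10, and both tests used the same depth. Recovery at lower coverage was thus not tested, although the median Col-0 coverage of drm2 CHH DMRs was 0.27. Nor was a depth as low as the cmt3 CHG scale factor of 0.585. Simulated nucleosomes lowered by 12 points came out at -11.7 points over the 48 of them with shared cytosines. Alternatives tried were other pseudocounts, coverage minimums, scalings, widths, sets of regions and summaries. TMM scaling was computed directly from its definition (trimming 30% of ratios and 5% of mean levels at each end). It used the DMRs of a set that had fragments in both genotypes. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.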

Results

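The data came from leaves of 3.5-week-old Arabidopsis thaliana plants of the Columbia background. They comprised 14 MNase-H3-ChIP-seq libraries and 6 whole-genome bisulfite sequencing libraries. In MNase-H3-ChIP-seq, chromatin is digested with micrococcal nuclease, which spares DNA wrapped around nucleosomes, and the fragments bound to histone H3 are sequenced. In bisulfite sequencing, unmethylated cytosines are converted, so that the share of unconverted reads gives the methylation level of a cytosine. A first MNase set of 6 libraries covered wild-type Col-0, nrpe1 and swi3b, and a second set of 8 libraries covered Col-0, drm2, met1-3 and cmt3, with 2 replicates per genotype in each set. The bisulfite libraries covered Col-0, nrpe1 and swi3b with 2 replicates each. NRPE1 is the largest subunit of RNA polymerase V (Pol V), which makes the noncoding RNA of RNA-directed DNA methylation. SWI3B is a subunit of SWI/SNF chromatin remodelling complexes. DRM2, MET1 and CMT3 are DNA methyltransferases tied chiefly to CHH, CG and CHG methylation, where H stands for any base except G.

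The deposited tables combined both replicates of each genotype. No difference below therefore has a replicate check, no test between genotypes was run, and the range over the 5 chromosomes is given as a description of how even a value was within the combined libraries. Fragment coverage was given around differentially methylated regions (DMRs) of 100 bp. Over the distinct bases of these windows, mean H3 coverage was 7.22 fragments per bp in Col-0 (21.9 Mb), 11.2 in drm2 (11.1 Mb), 2.86 in met1-3 (17.5 Mb) and 5.73 in cmt3 (2.42 Mb). The share of bases without any fragment was 54.3% in Col-0, 55.6% in drm2, 61.7% in met1-3 and 46.7% in cmt3. Each mutant was measured in its own windows, so these means differ in the regions they cover as well as in depth. The mean was lowest in met1-3, but depth cannot be ranked from means over different regions. By DMR set, unscaled mutant coverage over the DMR was lowest in cmt3 at cmt3 CHH DMRs, at 1.15. It was 2.12 in met1-3 at met1 CHH DMRs. Low values in both lines are therefore imprecise.

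The first question was whether H3 occupancy changed at DMRs when a methyltransferase was lost. For each of the 9 DMR sets, mutant coverage was scaled to Col-0 over the outer flanks of the windows, and the log2 ratio of mutant to Col-0 coverage over each DMR was taken with a pseudocount of 1.

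**Figure D1:**
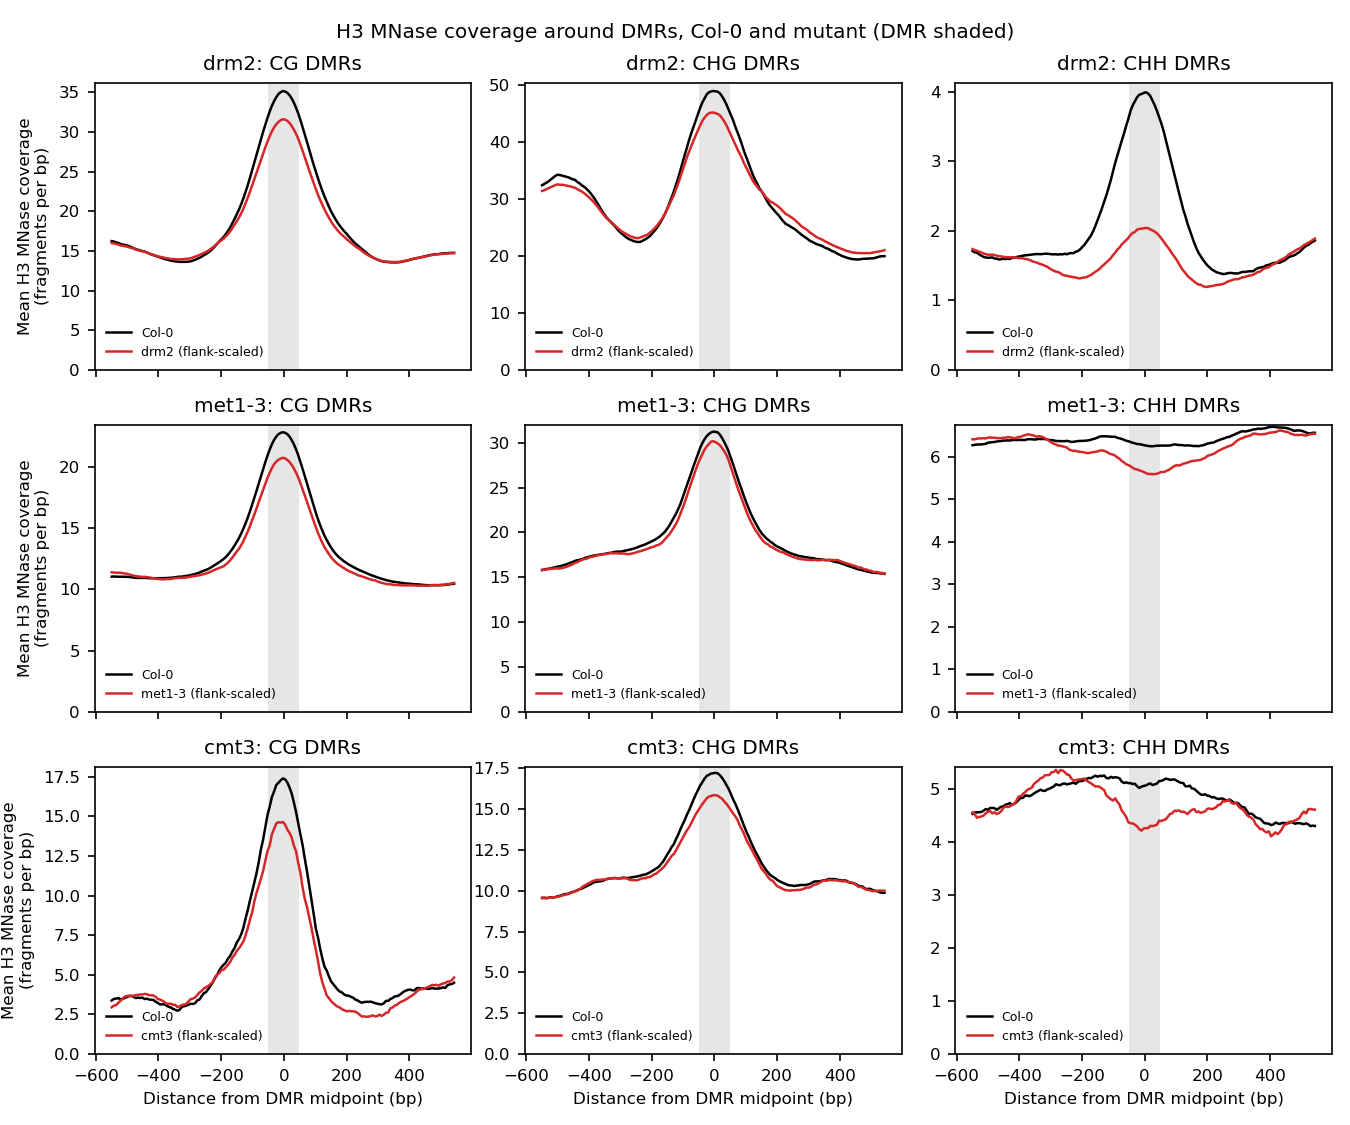
Mean H3 MNase coverage (fragments per bp, y axis) against distance from the DMR midpoint (bp, x axis) for the 9 DMR sets; black lines are Col-0, red lines the mutant after flank scaling, and grey bands the DMR. As a ratio, the widest gap at the centre was at drm2 CHH DMRs, where mean coverage was 3.86 in Col-0 and 2.00 in drm2 after scaling.

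At the 6480 drm2 CHH DMRs, mean coverage over the DMR was 2.39 times the flank coverage in Col-0 and 1.23 times in drm2. The log2 ratio of the summed coverages was -0.95. With each of the 5 chromosomes scaled on its own flanks, it lay between -1.03 and -0.84. The median over DMRs was 0, because 44.1% of the DMRs had no fragment in either genotype. Of all DMRs in this set, 46.8% were lower and 9.10% higher in drm2. The summary chosen moved this value most, since the median of 0 became -0.95 when coverage was summed over the set. Among the 974 DMRs with a coverage of at least 10 in both genotypes together, the median was -0.66. At the 2145 drm2 CHG DMRs, the median log2 ratio was -0.10 and the chromosome medians lay between -0.15 and -0.04. There, 59.4% of DMRs were lower and 38.4% higher. The sign of that median depended on which DMRs entered, because it was 0.04 among the 635 CHG DMRs that overlapped no drm2 DMR of another context. At the 15257 drm2 CG DMRs, the median was 0 on every chromosome, with 46.5% of DMRs lower and 44.5% higher. The ratio of summed coverages at CG DMRs was -0.15, whereas the mean of the log2 ratios was 0.23, so no single direction described this set.

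At the 28608 met1 CG DMRs, the median log2 ratio of met1-3 to Col-0 was -0.08, with chromosome medians from -0.22 to 0. Of these DMRs, 53.6% were lower and 33.4% higher in met1-3. The coverage over the DMR was 2.07 times the flank in Col-0 and 1.88 times in met1-3. The median was -0.03 at the 4617 met1 CHG DMRs, with chromosome medians from -0.22 to 0.09 that included both signs. At the 19712 met1 CHH DMRs, the median was 0 and the ratio of summed coverages was -0.15. That ratio ranged from -0.18 to -0.11 over the chromosomes, each scaled on its own flanks. CHH DMRs of met1 showed no peak in Col-0, where the coverage over the DMR was 0.966 times the flank, and 0.870 times in met1-3.

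At the 2960 cmt3 CHG DMRs, the median log2 ratio of cmt3 to Col-0 was -0.35, with chromosome medians from -0.40 to -0.26. Of these DMRs, 64.7% were lower and 30.2% higher in cmt3. Among the 564 CHG DMRs with a coverage of at least 50 in both genotypes together, the median was 0.10, but such a minimum also selects on cmt3 coverage itself. Split by Col-0 coverage alone, the mean log2 ratio was -0.15 between 20 and 50 and 0.0017 above 50. At the 1976 cmt3 CHH DMRs, the median was -0.58, with chromosome medians from -0.64 to -0.35, and it was 0.61 among the 24 DMRs with a coverage of at least 50 in both genotypes together, to which the same applies. In this set 56.4% of DMRs had no fragment in cmt3, against 19.6% in Col-0. The flank scale factor of the CHH set, 0.268, was also lower than that of the CHG set, 0.585, so cmt3 coverage was lower across the whole CHH windows and not at their centres alone. At the 189 cmt3 CG DMRs, the median was -0.05, with chromosome medians from -0.16 to 0.

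DMRs with the largest changes were named by a fixed rule, in the context each enzyme is chiefly tied to. The genome build was not stated in the files, so coordinates are given as in the files and no gene annotation is attached. Shares of fragments at the central base are given with exact Clopper-Pearson 95% intervals, which cover counting error only. In the drm2 CHH set, the largest decrease was at chromosome 3, 8752201 to 8752300, where mean coverage was 44.1 in Col-0 and 9.95 in drm2 after scaling, a log2 ratio of -2.04. There, 13 of the drm2 and 48 of the Col-0 fragments covered the central base, so drm2 held 21.3% (11.9% to 33.7%) where equal scaled coverage would give 55.8%. The next was at chromosome 1, 13028001 to 13028100, with a log2 ratio of -1.67 and a drm2 share of 28.6% (17.3% to 42.2%). The largest increases in drm2 were at chromosome 2, 11429151 to 11429250 (log2 ratio 0.62) and chromosome 2, 14412251 to 14412350 (0.52). Their shares, 64.2% (51.5% to 75.5%) and 62.7% (49.1% to 75%), had intervals that included 55.8%, the share for equal coverage under flank scaling. The size of all 4 changes depended on the scaling. Under TMM scaling the log2 ratios were -1.20 and -0.82 for the decreases and 1.5 and 1.40 for the increases. The TMM factor was taken from the DMRs of this set, so it absorbs part of a decrease that they share. Scaled flank coverage in drm2 was 0.352 and 8.01 in the windows of the decreases, against 0.0046 and 14.4 in Col-0, and 8.26 and 8.00 in those of the increases, against 2.08 and 11.3.

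In the met1 CG set, the largest decreases were in a pair of overlapping DMRs at chromosome 3, 12846151 to 12846250 and 12846201 to 12846300. Mean coverage over them was 63.4 and 57.7 in Col-0, and both were at 0 in met1-3. At the central bases, 0 met1-3 fragments stood against 69 and 54 Col-0 fragments, which allows a met1-3 share of up to 5.21% and 6.60%, where equal scaled coverage would give 27.1%. Chosen after its values were seen, a wider pattern around this pair is that all 50 met1 DMRs, of any context, with a Col-0 coverage of at least 20 and no met1-3 fragment lay on chromosome 3, between 11834151 and 18757850. Because DMRs overlap and recur between contexts, these are 41 distinct windows in 11 places more than 10 kb apart. The largest increases were at chromosome 5, 11726951 to 11727050, with a log2 ratio of 1.55 and a met1-3 share of 51.3% (46.1% to 56.5%), and at chromosome 2, 752451 to 752550, with a log2 ratio of 1.37 and a share of 50.9% (37.1% to 64.6%). In the window on chromosome 5 the flanks rose as well, from a coverage of 106 in Col-0 to 358 in met1-3 after scaling, whereas on chromosome 2 they were at 3.98 and 3.29. In the windows of the decreases, flank coverage was 16.2 and 8.70 in Col-0 and 2.53 and 1.69 in met1-3 after scaling.

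In the cmt3 CHG set, both decreases fell in neighbouring DMRs at chromosome 4, 10994201 to 10994300 (log2 ratio -2.11) and 10994051 to 10994150 (-1.93). The cmt3 shares were 11.8% (4.44% to 23.9%) and 13.8% (6.15% to 25.4%), against 36.9% for equal scaled coverage. Flank coverage was also low in cmt3 in these windows, at 0 and 0.901 after scaling, against 8.50 and 15.6 in Col-0. The increases were in overlapping DMRs at chromosome 3, 13614551 to 13614650 (log2 ratio 0.99, share 57.5%, interval 45.9% to 68.5%) and 13614501 to 13614600 (0.90, share 51.5%, interval 41.4% to 61.4%). The flanks rose there too, from 12.3 and 7.86 in Col-0 to 24.7 and 15.2 in cmt3 after scaling.

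A further comparison asked how methylation differed at nucleosomes that the authors listed as stabilized by Pol V or by SWI3B. The tables gave a methylation level per position, without the read coverage behind it, so the depth is unknown and no interval is given. They did not state the cytosine context either, and the 12 comparisons planned by context became 4.

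**Figure D2:**
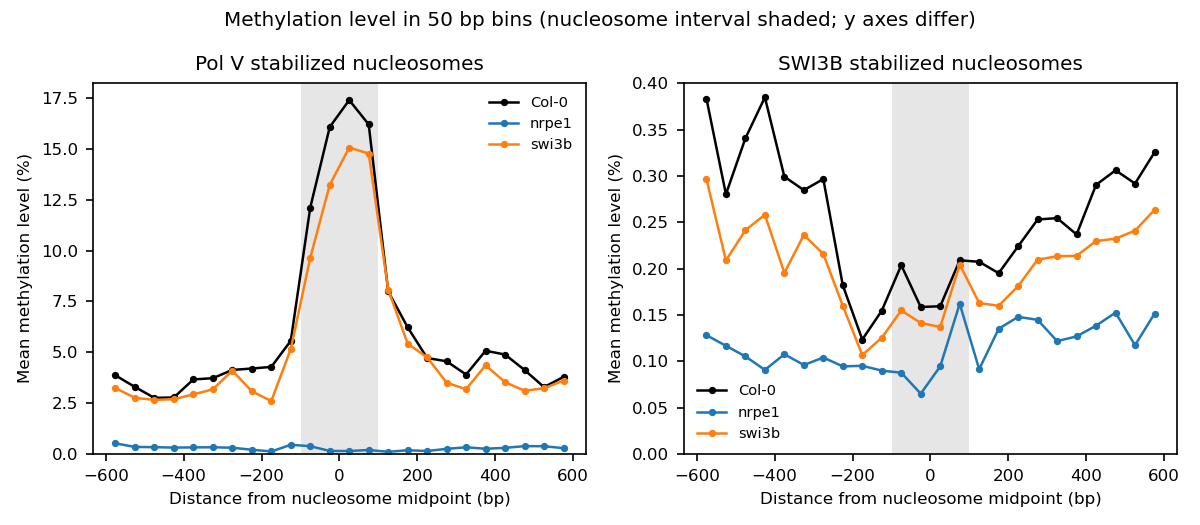
Mean methylation level (%, y axis) in 50 bp bins against distance from the nucleosome midpoint (bp, x axis) in Col-0 (black), nrpe1 (blue) and swi3b (orange), over all positions with a level in that genotype; grey bands are the nucleosome intervals. Col-0 reached 17.4% at Pol V stabilized nucleosomes, swi3b 15.1% and nrpe1 0.15% in the same bin, while no bin exceeded 0.385% at SWI3B stabilized nucleosomes.

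Of 690 Pol V stabilized nucleosomes, 153 had at least 1 cytosine with a level in both Col-0 and nrpe1 within the central nucleosome core, with a median of 8 such cytosines. The mean level over these nucleosomes was 11.6% in Col-0 and 0.370% in nrpe1, a difference of -11.2 percentage points. It lay between -18.0 and -7.86 on the 5 chromosomes. The level was lower in nrpe1 at 64 nucleosomes, higher at 5 and equal at 84, and all 84 were at 0 in both genotypes. All 45 nucleosomes with a Col-0 level of at least 10% were lower in nrpe1, with means of 38.1% and 1.06%. In the outer flanks of the same windows, the mean was 3.29% in Col-0 and 0.347% in nrpe1. Among the alternatives, averaging over the whole window moved the difference most, to -3.62 points.

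At the 184 Pol V stabilized nucleosomes with shared cytosines in Col-0 and swi3b, the mean level was 11.3% in Col-0 and 11.2% in swi3b. The difference of -0.13 points was smaller than its spread over the chromosomes, which ran from -3.28 to 1.93. Pooled over the shared cytosines, the level was 16.6% in Col-0 and 15.7% in swi3b, and over all core cytosines with a level in each genotype it was 16.2% and 13.9%. The level was lower in swi3b at 47 nucleosomes, higher at 41 and equal at 96.

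At the cytosines given, whose context is unknown, SWI3B stabilized nucleosomes carried little methylation in any genotype. The mean level over 3610 nucleosomes was 0.191% in Col-0 and 0.0995% in nrpe1, and over 3677 nucleosomes it was 0.178% in Col-0 and 0.135% in swi3b. The nrpe1 difference, -0.092 points, ranged from -0.170 to 0.0054 over the chromosomes and thus included both signs. The swi3b difference, -0.042 points, ranged from -0.058 to -0.025. Levels were equal in 2464 of the nucleosomes compared with nrpe1 and 2524 of those compared with swi3b. In the flanks of these nucleosomes the level was 0.307% in Col-0 and 0.117% in nrpe1, a difference of -0.190 points that was larger than in the core. For swi3b the flank levels were 0.403% in Col-0 and 0.382% in swi3b, a difference of -0.021 points. Over all cytosines with a level, swi3b was at 0.236% in the flanks and 0.151% in the core, against 0.307% and 0.169% in Col-0, so whether the core or the flanks differed more from Col-0 in swi3b depended on the summary.

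Under the naming rule, the Pol V stabilized nucleosome with the largest loss in nrpe1 was at chromosome 2, 7581382 to 7581581, where the mean over 17 cytosines was 61.8% in Col-0, 61.1% in swi3b and 0% in nrpe1. The second was at chromosome 1, 29612222 to 29612421, with 61.4% in Col-0, 60.4% in swi3b and 0.243% in nrpe1 over 24 cytosines. Among SWI3B stabilized nucleosomes, the largest losses in swi3b were smaller. At chromosome 5, 17215823 to 17216022, the mean over 14 cytosines was 16.5% in Col-0, 2.57% in swi3b and 0% in nrpe1. At chromosome 1, 21730538 to 21730737, the mean over 10 cytosines was 7.95% in Col-0, 0.455% in swi3b and 8.60% in nrpe1. Over all cytosines with a level in each genotype, the swi3b difference at the latter was -3.41 points.

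The last comparison was the overlap of the nucleosome sets. Both lists named the same 4089 intervals of 200 bp, which are those of the SWI3B methylation tables, so the 690 Pol V stabilized nucleosomes were taken from the row names of the Pol V methylation tables. By at least 1 bp, 18 of the 690 (2.61%) overlapped a SWI3B stabilized nucleosome. In 1000 random placements within the same chromosomes, the mean overlap was 9.09, with 95% of placements between 4 and 15, and 9 placements reached 18. No interval of one set had the same start and end as an interval of the other, and 15 overlapped by at least 50% of each interval.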

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

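With no replicates, a value was called moved when it shifted by more than its standard deviation over the 5 chromosomes, since a median has no binomial interval. The drm2 CG and met1 CHH medians were 0 on every chromosome, so any shift counted there. For a named DMR the interval of its fragment share was used, and for a named nucleosome the standard deviation over nucleosomes. The mean over DMRs, non-overlapping DMRs, met1 sets without chromosome 3 and the mean over all cytosines of a set were chosen after the data had been seen. A ratio of methylation levels was judged by its direction only, and the overlap by a factor of 1.5. By these rules, of 146 alternative values of the comparisons, 96 held, 47 moved and 3 changed sign.

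The summary changed several values. As the ratio of summed coverage, the log2 values were -0.15 for drm2 CG, -0.95 for drm2 CHH, -0.15 for met1 CHH, -0.25 for cmt3 CG, -0.12 for cmt3 CHG and -0.24 for cmt3 CHH. As the mean over DMRs they were 0.23, -0.0073 and -0.54 for drm2 CG, CHG and CHH, -0.28, -0.22 and -0.22 for met1, and -0.22, -0.62 and -0.75 for cmt3. A median of 0 in the drm2 CG, drm2 CHH and met1 CHH sets comes in part from DMRs without a fragment in either genotype.

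Values differed with coverage. A minimum on both genotypes together also selects on mutant coverage, so a change of sign under it alone is no evidence of an increase. At a minimum of 50, the share lower among DMRs that differed fell for cmt3 CHG, cmt3 CHH and, slightly, met1 CHG. It rose in the other sets, so the minimum had no common direction. With a coverage of at least 50, the cmt3 medians became 0.10 for CHG (564 DMRs) and 0.61 for CHH (24 DMRs), both opposite to the main values, and -0.34 for CG. The drm2 medians became -0.25, -0.17 and -0.61 for CG, CHG and CHH, and the met1 CHH median -0.25. Of the drm2 CG DMRs that differed, 74.8% were then lower, against 51.1% of all. By Col-0 coverage, the mean log2 ratio went from 0.72 up to a coverage of 5 to -0.43 above 50 for drm2 CG, and from 0.22 to -0.32 for drm2 CHG. With a coverage of at least 10, medians were -0.037 for drm2 CG, -0.66 for drm2 CHH, -0.16 for met1 CHH, and -0.22, -0.091 and -0.051 for cmt3 CG, CHG and CHH. A pseudocount of 0.1 gave -0.41 and -0.98 for cmt3 CHG and CHH, and a pseudocount of 10 gave -0.14 and -0.13. By Col-0 coverage, the mean log2 ratio of cmt3 CHG DMRs was -0.95 up to 5, -0.15 between 20 and 50 and 0.0017 above 50, against -0.50, 0.16 and 0.028 in flank bins. For cmt3 CHH it was -0.94 up to 5 and 0.0093 between 20 and 50 (71 DMRs), against -0.59 and 0.90, so the cmt3 CHH DMRs lay below flank bins in both classes. The size of the cmt3 CHG and CHH values thus varied with coverage and pseudocount, and whether depth is the reason was not tested.

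Without scaling, medians were 0.10 for drm2 CG, 0 for drm2 CHG, -1.24, -1.49 and -0.27 for met1 CG, CHG and CHH, and -0.61, -0.96 and -1.35 for cmt3, which carries the difference in depth. Of the DMRs that differed, the share lower in the mutant went from 51.1% to 38.5% for drm2 CG and from 60.7% to 50.7% for drm2 CHG. It went from 61.6% to 93.8%, 54.4% to 96.5% and 63.4% to 85.3% for met1, and from 60.6% to 76.2%, 68.2% to 94.0% and 75% to 94.6% for cmt3. TMM scaling gave -0.0098 for drm2 CHG and -0.17 for cmt3 CHG, and it took the share lower at drm2 CHH DMRs from 83.7% to 70.1%. The drm2 CG, drm2 CHH and met1 CHH medians are held at 0 by ties and say little about stability. Total-coverage scaling, other widths of the centre and non-overlapping DMRs moved none of the drm2 CHG, cmt3 CHG and cmt3 CHH medians. The met1 CG, met1 CHG and cmt3 CG medians are smaller than their spread, so a change to 0 counts as no move. Total-coverage scaling gave -0.027, 0 and 0 for them, and non-overlapping DMRs -0.042, 0 and 0. TMM scaling gave 0, -0.016 and 0, and DMRs unique to their context gave 0 for each. The share lower among met1 CG DMRs that differed went from 61.6% to 56.4% under TMM scaling and to 58.2% for unique DMRs. Without chromosome 3, met1 CG was at -0.028 and met1 CHG at 0. The share lower among drm2 CG DMRs that differed went from 51.1% to 48.3% under total-coverage scaling and to 49.5% for non-overlapping DMRs. Among DMRs unique to their context, the drm2 CHG median was 0.042, opposite in sign, and the cmt3 CHG and CHH medians were -0.23 and -0.43. The share lower went from 54.4% to 43.6% for met1 CHG and from 51.1% to 46.1% for drm2 CG. The TMM factor was taken from the DMRs themselves, so it absorbs part of any change that most DMRs of a set share. Shifts under TMM scaling therefore cannot tell whether such a change is present. The causes of the shifts among unique DMRs were not tested.

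All 4 methylation differences stayed negative under every alternative run, and the 4 ratios of levels were below 1. For swi3b at Pol V stabilized nucleosomes, the alternatives ran from -0.0042 to -0.89 points. These lie within the spread of 2.02 over the chromosomes. Not among them is the mean over all core cytosines with a level in each genotype, 16.2% in Col-0 and 13.9% in swi3b. That gap exceeds the spread, but the cytosines differ between the genotypes. Since chromosome values of the main difference ran from -3.28 to 1.93, its sign is not established. Over the whole window the difference was -3.62 points for nrpe1 at Pol V stabilized nucleosomes, and -0.158 and -0.025 points for nrpe1 and swi3b at SWI3B stabilized ones. As the mean over all cytosines of the set, the last was -0.023 points. The overlap of 18 nucleosomes fell to 15 at a reciprocal 50% and to 0 for identical start and end.

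Of 96 alternative values for named regions, 81 stayed within their spread and 14 moved in the same direction. All 6 for the 2 SWI3B stabilized nucleosomes were among those that moved. At chromosome 5, 17215823, the difference of -14.0 points became -13.3 over all cytosines of each genotype, -1.42 over the whole window and -15.3 for a narrower core. At chromosome 1, 21730538, -7.50 points became -3.41, -2.08 and -5.03. Without scaling, which lowers every met1-3 value by the difference in depth, the increases at chromosome 2, 752451, and chromosome 5, 11726951, became -0.024 and 0.12. With total-coverage and TMM scaling the former was 1.43 and 1.48. The cmt3 CHG increases at chromosome 3, 13614551 and 13614501, fell from 0.99 and 0.90 to 0.23 and 0.14 without scaling. Over the whole window, the difference at the Pol V stabilized nucleosome at chromosome 2, 7581382, went from -61.8 to -30.3 points. At chromosome 1, 29612222, it went from -61.2 to -19.5 points.

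No paired analysis was possible because the deposited tables combine the replicates of each genotype. For the same reason no count test, replicate block or leaving out of a replicate was run. Coverage minimums for cytosines, chromosome arms and a stricter list by score were not run either, since coverage, a genome build and a score were not used here.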

Other observations

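All tests in this part, and the limits by which each was read, were chosen after the results they bear on had been seen.

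Loss of H3 coverage in met1-3 gathered in one part of chromosome 3. The 50 met1 DMRs with a Col-0 coverage of at least 20 and no met1-3 fragment, out of 16249, lay in 11 places between 11834151 and 18757850. If the low depth of met1-3 had left them at 0 at random, 2.58 of the 11 places would fall on chromosome 3 by its share of such places. In 50 bp bins with a Col-0 coverage of at least 20, coverage was counted as lost where the log2 ratio was below -2. Of 4685 bins of the region measured in both lines, 13.9% were lost in met1-3 and 0.064% in drm2, which argues against repeats that lose reads in every line. Since the region was drawn from its most extreme DMRs, the next values leave out everything within 10 kb of them. Bins within DMRs were lost at 6.57% inside the region and at 1.5% outside it, so a loss of CG methylation acting alike at every DMR is not enough. Bins outside DMRs were lost at 3.46% inside the region, against 0.599% to 2.39% on the other chromosomes. With the bins near the extreme DMRs kept, that value was 5.91%. A sequence difference between the met1-3 line and the reference in that region, for example a segment from another background, could give the excess outside DMRs. This test cannot decide it. All bins lie in windows that extend 500 bp from a DMR, so a change around DMRs could reach them too. The other chromosomes were also taken whole, not by regions of similar chromatin. The margin over them is narrow, and without sequence reads the sequence difference stays a hypothesis. The whole region was not deleted, since all its bins outside DMRs together had a median log2 ratio of -0.31 in met1-3. A local effect of methylation loss on chromatin remains open, as bins within DMRs were lost more often than those outside.

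The ratio of mutant to Col-0 coverage depended on coverage itself in the flanks, outside all DMRs. In drm2 it rose from 1.69 in bins with a Col-0 coverage up to 1 to 2.10 between 5 and 10. It was 0.938 between 40 and 80. In met1-3 it fell from 0.724 up to a coverage of 1 to 0.328 between 40 and 80. In cmt3 it was 0.536 up to a coverage of 1 and 0.365 between 1 and 2. It then rose to 0.686 between 20 and 40, with 0.621 between 40 and 80. One scale factor therefore cannot fit all regions, and a difference between DMRs and flanks may reflect their coverage. Flank bins matched to the DMRs in Col-0 coverage were used as a test. After matching, the mean log2 ratio of DMRs minus that of flank bins was -0.45 for drm2 CHH, -0.40 for cmt3 CHG and -0.31 for met1-3 CG. Unchanged windows simulated in the same way gave 0.060, 0.050 and 0.048, and 0 of 10000 matched lists reached any of the 3 DMR means. All 9 sets were matched in this way. The difference was -0.025 for drm2 CHG, -0.22 and -0.25 for met1-3 CHG and CHH, and -0.11 and -0.33 for cmt3 CG and CHH. The lists reached it 204 times for drm2 CHG and 577 times for cmt3 CG. Matched on the mean of both genotypes, these 2 differences were -0.11 and -0.33, and no list reached them. Simulated unchanged windows gave 0.049 and 0.15 when matched on Col-0, and 0.012 and 0.045 when matched on the mean, so both sets were below them under either matching. The lists draw bins independently, although 74.5% of drm2 CHH, 54.8% of cmt3 CHG and 75.4% of met1-3 CG DMRs overlap a neighbour. The lists therefore vary too little, and none of their counts is a p-value. Beyond the simulated value, the drm2 CHH, cmt3 CHG and met1-3 CG differences were negative on all 5 chromosomes under both ways of matching. Coverage alone thus does not account for these 3 decreases, and a change tied to the lost methyltransferase remains a hypothesis, with variation between plants or libraries left open for lack of replicates. The gap was small at high coverage in 2 of these sets. Above a Col-0 coverage of 50, the mean log2 ratio was 0.0017 for cmt3 CHG DMRs and 0.028 for flank bins, and -0.74 for the 30 drm2 CHH DMRs and -0.67 for flank bins. For met1-3 CG these were -0.38 and -0.23. Between a Col-0 coverage of 5 and 20 the gap was wider in all 3 sets. It was -1.42 for 844 drm2 CHH DMRs against -0.018 for flank bins. The values were -0.93 and -0.36 for cmt3 CHG, and -0.28 and 0.21 for met1-3 CG. The mean increase at drm2 CG DMRs was smaller. The difference from flank bins was 0.21 when matched on Col-0 and 0.077 when matched on the mean of both genotypes. Simulated unchanged windows gave 0.041 and 0.0056, and the excess over them was positive on all 5 chromosomes under both ways of matching. The coverage trend thus does not account for this increase either, but it came from DMRs with little coverage. Between a Col-0 coverage of 20 and 50, the mean log2 ratio was -0.16 for drm2 CG DMRs and -0.018 for flank bins.

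Coverage in cmt3 was lower across the whole windows of CHH DMRs than across those of CHG DMRs, outside the DMRs themselves. With the scale of the CHG set applied to both, CHH flank bins had a mean log2 ratio of -0.49. CHG flank bins of the same Col-0 coverage were at -0.17, a difference of -0.32. Matched on the mean of both genotypes, CHG flank bins were at -0.32, a difference of -0.17. The coverage trend may thus account for part of it but not for all, although no simulated comparison was run for this difference. A broader loss of H3 signal around CHH DMRs in cmt3 is a candidate explanation. Other technical causes, such as base composition, were not tested.

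Methylation levels were missing in nrpe1 more often where Col-0 was methylated. Among positions in Pol V windows with a level in both Col-0 and swi3b, 84.0% of those at 0 in Col-0 had a level in nrpe1, but 44.2% of those above 60% in Col-0. The matching shares for swi3b, among positions with a level in Col-0 and nrpe1, were 88.4% and 83.2%, so poor coverage of these positions in every genotype is not the whole reason. A candidate explanation is that reads from DNA that is unmethylated in nrpe1 are lost, for instance because full conversion lowers their complexity. This was tested in the SWI3B windows, where some kept methylation in nrpe1. Where nrpe1 kept it at the other positions (35 windows), 81.5% of positions above 30% in Col-0 had a level in nrpe1. Where it was lost (49 windows), 62.5% had one. In swi3b the shares were 74.8% and 73.3%, the latter from 6 windows. In the Pol V windows, where the pattern was seen, the contrast was weaker, with 57.1% of 42 positions in 7 windows where nrpe1 kept methylation and 49.4% where it was lost. The SWI3B values are consistent with the hypothesis, and the Pol V windows that kept methylation are too few to add to it. In a comparison restricted to cytosines with a level in both genotypes, the most methylated ones are then under-represented. The mean Col-0 level over all cytosines in the core of Pol V stabilized nucleosomes was 16.2%, but 12.3% over those shared with nrpe1.

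The cytosine context of the methylation tables was examined through the spacing of their positions. The opposite-strand partners of CG and CHG cytosines lie 1 and 2 bp away, so a table of CHH cytosines alone should lack some pairs at both distances. In the SWI3B tables, pairs 2 bp apart occurred at 1.23 times the number expected from density, below the 1.38 to 1.47 of the distances from 3 to 12 bp, but pairs 1 bp apart were not rarer, at 1.42 times. In the Pol V tables the values were 3.29 at 1 bp and 2.81 at 2 bp, against 2.75 to 3.00 at the other distances. Whether either kind of table holds CHH cytosines only cannot be told apart in this way, since the frequency of neighbouring cytosines in the genome sequence was not used here. Levels above 80% made up 0.482% of those in the Pol V windows of Col-0, 0.458% in swi3b and 0% in nrpe1. In the SWI3B windows they made up 0.0203% in Col-0, 0.0160% in swi3b and 0.0075% in nrpe1. Levels that high were thus rare in every genotype, and all levels given here hold only for the cytosines that were included. No biological explanation was tested.

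Positions with a level were scarce in Pol V stabilized nucleosomes. They made up 2.65% of the core positions in Col-0 against 6.33% of the flank positions, and 448 of 690 windows had no level in the core. In SWI3B stabilized nucleosomes the shares were 15.0% and 14.7%.

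The overlap of 18 Pol V stabilized nucleosomes with SWI3B stabilized ones exceeded random placement. Shuffles that moved each Pol V nucleosome by 1 to 20 kb gave a mean of 8.85, and 3 of 1000 reached 18. A shared neighbourhood at that scale thus does not account for the excess, which is small in number. A shared requirement for both factors at a few nucleosomes is a candidate explanation, and similar positions of well-placed nucleosomes in any list called from the same libraries were not tested.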
